A study of Mus musculus with 2 samples. Its data were reported in "Heme-stress activated NRF2 skews fate trajectories of bone marrow cells from dendritic cells towards red pulp-like macrophages in hemolytic anemia" (2022).

How the data were processed

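Single-cell transcriptomes of mouse bone marrow cultures were examined. Lineage-depleted progenitors of C57BL/6 mice had been grown with GM-CSF (20 ng/ml), a growth factor that drives progenitors towards dendritic cells, macrophages and granulocytes. Heme bound to albumin (300 µM) or albumin alone was added on day 3. Each group was 1 library, prepared with a droplet method that counts the 3′ ends of transcripts through unique molecular identifiers (UMIs). Each library was a pool of 5 cultures marked with antibody-bound DNA hashtags, and the hashtags are named for culture days 0, 3, 4, 5 and 7. Days 0 and 3 precede the exposure, so these cultures served as the background of each library. The design text gives exposures of 0, 24, 72 and 96 h, whereas the labels give harvests on days 4, 5 and 7. Since day 5 lies 2 days after heme addition, these sources differ for day 5, and culture days are used throughout.

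The deposited matrices hold raw UMI counts per feature and barcode, made by the authors with Cell Ranger after barcodes of empty droplets had been removed. The matrix headers name version 5.0.0, and the methods of the study name another version. The genome build and annotation used for counting are not given in the sources used here. Each matrix lists 26124 genes and 5 hashtags. The deposited hashtag calls are text and were made by the authors with the HTODemux function of Seurat, which sorts barcodes into those with 1 hashtag, with several, or with none. These calls were used as they stand. Genes are named as in the matrices. Coordinates were taken from the GENCODE M21 annotation of GRCm38 by gene identifier, and 26013 of the 26124 identifiers were found there. The counting may have used another build, so positions only locate the genes.

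The control library held 13961 barcodes and 198754588 gene UMIs, and the heme library held 17378 barcodes and 333481636 gene UMIs. Barcodes with 1 hashtag numbered 12050 in the control library and 14164 in the heme library. Barcodes with several hashtags numbered 1259 and 1996, and those without a hashtag numbered 652 and 1218. Following the limits in the methods of the study, cells with 500 to 5000 detected genes, under 15% mitochondrial UMIs and under 30% ribosomal protein UMIs were kept, which left 9684 control and 9941 heme cells. The methods word the mitochondrial and ribosomal limits the other way round, and both were read as upper limits. The limit of 5000 genes removed 4.82% to 8.34% of the control cells on days 3 to 7 and 16.4% to 33.9% of the heme cells. The ribosomal limit removed 59.9% of the control cells and 7.78% of the heme cells on day 0. Doublets were treated through the hashtag calls. Scrublet called another 15 control cells (0.155%) and 24 heme cells (0.241%), too few for the caller to have worked. The frequency of mixed hashtags implies 331 doublets within 1 hashtag among the control singlets (2.75%) and 521 among the heme singlets (3.68%). Those that passed the limits on cells remain in the main results. They would be 266 control and 366 heme cells if the limits removed doublets and other cells alike.

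Both libraries were clustered together in scanpy 1.11.5. Genes detected in 20 or more cells were scaled with scran 1.30.0, from coarse clusters at resolution 0.5, and log-transformed. The 2000 most variable genes entered 15 principal components, without mitochondrial and ribosomal protein genes and without the lists of heme and iron genes and of oxidant response genes, which heme may change within a cell type. A graph of 15 nearest neighbours was partitioned with the Leiden method at resolution 1 (igraph 0.11.9). For each cluster, genes were ranked by the ratio of CPM (UMIs of a gene scaled to an equal total) to all other cells, with 10 added to both. A marker counted as raised at a log2 ratio of 1 or more and detection in 10% of the cells. A cluster took a name with the ending "-like" when 3 or more markers of a type were raised and no other type had more markers among its 10 leading genes. In addition, the type needed at least 2 times as many raised markers as the next type, or 3 leading markers against at most 1. These naming thresholds were set after the clusters had been seen. They were set on the clusters of an earlier run whose scripts had run out of order, with scaling factors from outdated coarse clusters, and were kept unchanged when a run in order gave other clusters.

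UMIs were summed over the kept cells of each culture and divided by the total to give CPM. The ratio of heme to control is given with an exact interval for the ratio of 2 Poisson counts. Shares of cells are given with exact (Clopper-Pearson) binomial intervals, and the difference between shares with an interval that adds both in quadrature. All intervals are at the 95% level and cover counting error only. Those of UMI ratios take UMIs as independent and leave out the spread between cells. A count of 0 is read as allowing up to 3 counts. With 1 library per group, no test across cultures was possible, so no p-value is given and the differences have no replicate check. Gene lists were described by the median log2 ratio of members with 20 or more UMIs in both cultures together. The percentile of this median among 10000 random lists of equal size, matched on mean CPM in 50 bins, describes these libraries only. The 8 lists cover heme and iron handling, NRF2 and oxidant response, MHC class II, interferon response, proliferation, and panels of dendritic cell, neutrophil and macrophage genes. Median ratios were also computed within each named class with 100 or more cells in both cultures.

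For shares of cells with a UMI, each cell was thinned at random to 3600 UMIs, the 10th percentile of depth rounded down, and 980 control and 910 heme cells below this depth were left out. Ratios on simulated counts for the day 7 comparison (12037 genes) were tested before use. The intervals covered the true ratio for 95.0% of 200 changed genes and 95.5% of the others. Of 100 unchanged lists, 93 fell in the central range, and a list raised 2-fold reached the 100th percentile. Since the counts were drawn from Poisson distributions, a coverage near 95% was fixed by this setting. Spread between cells, free RNA and a shift between libraries were not simulated, so only the computation was checked.

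The limits on cells, cell type markers, gene lists, genes to be named and most alternatives were fixed before the data were examined. Named in full were 18 genes of the lists, and by rule the 5 genes with the highest and the 5 with the lowest ratio on day 7, among genes with 50 CPM in either culture and the same direction on days 4 and 5. The alternatives for shares were other resolutions, 30 principal components, total-count scaling, all variable genes, removal of Scrublet calls, no limit but 500 genes, barcodes without a hashtag added, and a class per cell from marker scores. For ratios they were TMM factors (edgeR 4.0.16), DESeq2 1.42.0 size factors, means of CPM over cells, other UMI minimums and lists without their 3 most abundant genes. Another random seed, removal of the expected number of doublets, classes from the nearest control cells, clustering without cell type markers, other coarse clusters for scran (at resolution 1), and ratios divided by the day 3 ratio were added after the data had been seen. Statistics were computed in Python 3.11.15 with scipy 1.17.1 and in R 4.3.3. Since each group is 1 library, library preparation and heme coincide, and only the comparison with days 0 and 3 separates them in part. RNA velocity and fate probabilities were not analysed here.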

Results

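The design asks 2 questions: which cell types the GM-CSF cultures held after addition of heme, and which genes changed their levels. The data were 2 libraries of single cells, 1 from cultures given heme and 1 from cultures given albumin, each a pool of 5 hashtagged culture days. After filtering, the control library held 598, 1897, 2107, 2367 and 2715 cells of days 0, 3, 4, 5 and 7. The heme library held 1366, 2174, 2481, 1908 and 2012 cells of these days. The kept cells carried a median of 11837.5 UMIs in the control library and 11045 in the heme library. The summed UMIs per culture ranged from 6189203 (control, day 0) to 34647365 (control, day 7), so that genes above a few CPM were counted with small error. Neither group had a replicate library.

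The cultures of days 0 and 3 were given no heme, but their cells were pooled with those of the exposed cultures. Their difference therefore holds what separates the libraries and also any free RNA of the pool. It is not described whether these cells came from separate cultures for each library or from 1 culture split over both, which bears on all values relative to day 3. The median log2 ratio of all genes with 10 CPM, heme to control, was 0.34 on day 0 and 0.26 on day 3, against 0.25, 0.22 and 0.29 on days 4, 5 and 7. With TMM or DESeq2 factors, these medians lay between -0.04 and 0.06. Ribosomal protein UMIs made up a lower share in the heme library (14.9% against 18.9% on day 3 and 14.5% against 20.2% on day 7), and whether this accounts for the shift was not tested. Changes are therefore also given relative to the median of all genes. Hmox1, which encodes heme oxygenase 1, differed on these days too, where its level in the heme library is read as background. It stood at 133 CPM in the heme library and 1.94 CPM in the control library on day 0, a ratio of 68.7 (39.3 to 133), and its ratio on day 3 was 4.31 (4.04 to 4.61).

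Clustering of both libraries gave 22 clusters. By their markers, 8 were neutrophil-like, 3 granulocyte-monocyte progenitor-like and 2 macrophage-like, and 1 each was dendritic cell-like, monocyte-like, erythroid-like and basophil or mast cell-like. The other 5 remained unnamed under the naming thresholds, and 3 of these had macrophage markers as their most raised list. In a 4th (cluster 6), 3 macrophage markers were raised, as many as of another list. The dendritic cell-like cluster was led by Ccl5, Ccr7, Fscn1, Ccl22 and Il4i1. The larger macrophage-like cluster (cluster 2) was led by Marco, Hmox1, Spic, Igf1 and Uchl1, and the smaller (cluster 22) by Mt3, Ppbp, Cd36, Gpnmb and Procr. Cluster 8, which counted as neutrophil-like through 5 raised markers (Mmp8, Mmp9, Il1b, Chil3 and Clec4d), had 1 neutrophil marker among its leading genes and was led by Car4, Mmp9, Il1rn, Slfn1 and Ccl6, with cytokine and chemokine genes among them. The monocyte-like cluster was led by Vcan together with the cell cycle genes Pclaf, Hist1h1b, Prc1 and Anln. Clusters 14 and 18, neutrophil-like, were led by stefin genes, a family of close copies whose shared reads were not separated.

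Several clusters came almost wholly from 1 library, and such a cluster may be the library and not a cell type. Names were rebuilt from markers, with naming thresholds set after clusters had been seen, so a difference from the study may come from the names. Cluster 2 was 99.1% heme cells, cluster 22 was 93.6% heme cells, and the unnamed cluster 13, led by Arg1, Fn1, Slc7a2, Ccl2 and Car4, was 99.6% control cells. This separation was present on day 3 too. On day 3, cluster 16 held 17.9% of the control cells and 24 of 2174 heme cells, whereas cluster 19, also granulocyte-monocyte progenitor-like, held 0.738% of the control cells and 18.5% of the heme cells. The classes combine such clusters, and the genes that define a cluster are not read as results of that cluster. Some of them (Ccr7, Hmox1, Marco, Spic, Arg1 and Fn1) are reported below as levels or shares of whole cultures, which do not rest on the clusters. For Ccr7 and Cd83, a split between dendritic cell-like and other cells is also given, which rests in part on these genes.

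The dendritic cell-like share grew with time in the control cultures, whereas under heme it rose until day 5 and was lower on day 7. On day 3 it was 0.422% in the control library (0.182% to 0.829%) and 0.828% in the heme library (0.491% to 1.31%). On day 4, the shares of 2.18% and 1.81% were not distinguishable at this depth. On day 5, 6.97% of the control cells (5.98% to 8.07%) and 5.08% of the heme cells (4.14% to 6.17%) belonged to this class. On day 7, the share reached 21.1% (19.6% to 22.7%) in the control culture and 1.84% (1.30% to 2.53%) in the heme culture, a difference of -19.3 percentage points (-20.9 to -17.6). The alternative that moved this difference most was a class per cell from marker scores, with -25.2 points, although 15.5% of all cells lay within 0.1 of the next class in that score.

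**Figure D1:**
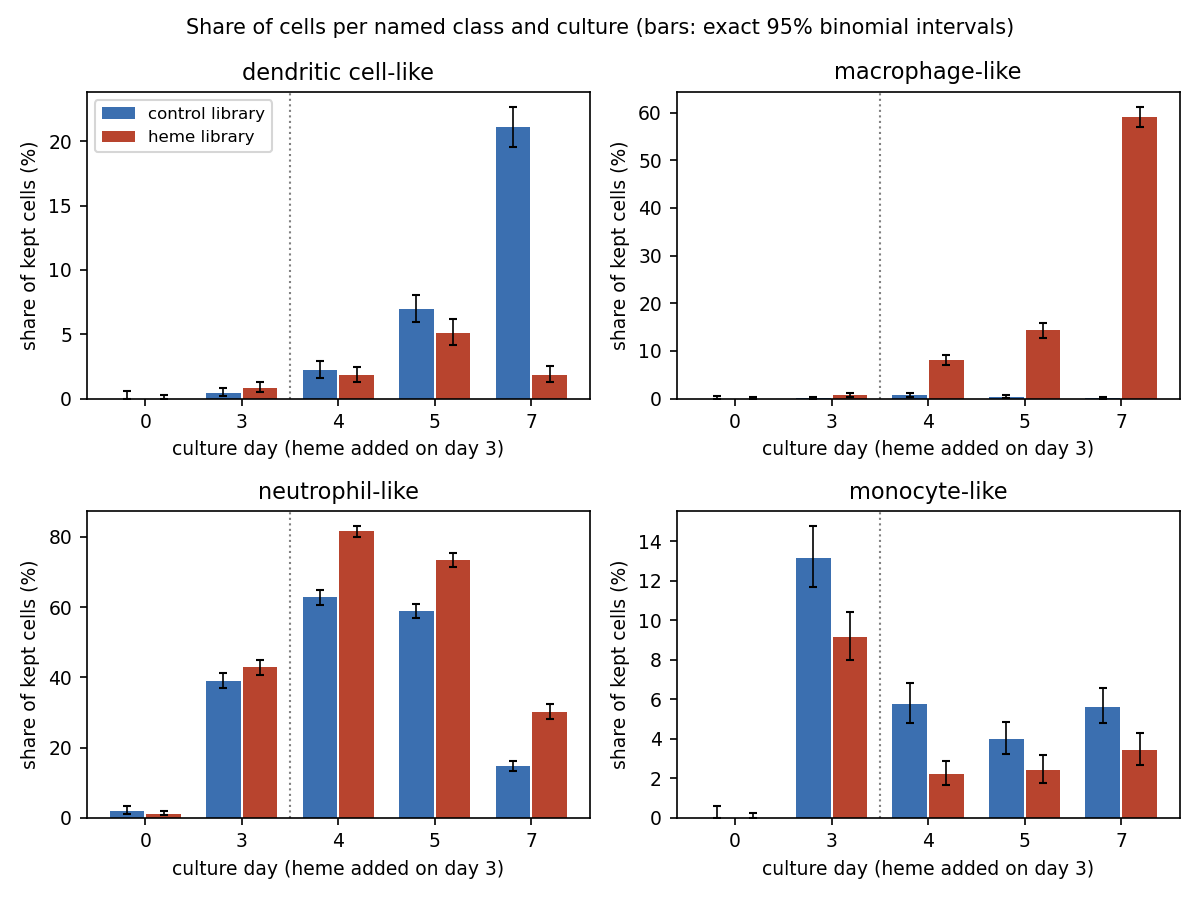
Share of kept cells (%) in each culture that fell into 4 named classes, by culture day, for the control (blue) and heme (red) libraries, with exact 95% binomial intervals as bars and the addition of heme as a dotted line. On day 7, the dendritic cell-like share was 21.1% in the control and 1.84% in the heme culture, and the macrophage-like share was 0.0737% and 59.1%.

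In contrast, the macrophage-like share rose in the heme cultures. It was 0.736% on day 3, 8.06% on day 4 (7.02% to 9.20%), 14.3% on day 5 (12.8% to 16.0%) and 59.1% on day 7 (56.9% to 61.3%), while it stayed at or below 0.712% in each control culture of days 3 to 7. The day 7 difference was 59.0 percentage points (56.8 to 61.2). Its size rests on the naming of clusters. The 3 unnamed clusters with most raised macrophage markers and the tied cluster 6 together held 58.2% of the control cells (56.3% to 60.1%) and 3.33% of the heme cells (2.59% to 4.21%) on day 7. With these added, the shares were 58.3% and 62.4%, so that little of the difference would remain if all of these were macrophages. That is not shown. Clusters 13 and 17 had 0 macrophage markers among their 10 leading genes. However, cluster 13, with 25.2% of the control cells on day 7, had 16 raised macrophage markers against 4 of the next list. Cluster 2 had 11. On day 7, Csf1r was at 262 CPM in control cells of cluster 13 and 254 CPM in heme cells of cluster 2. Adgre1 (60.2 against 238 CPM) and Mrc1 (119 against 378 CPM) were lower in cluster 13. Its H2-Ab1 (427 CPM) was below that of clusters 3, 10 and 17. Control cells of clusters 3 and 17 exceeded the dendritic cell-like cluster 10 on day 7 in H2-Ab1 (3673 and 2796 against 1661 CPM). Their Ccl17 was higher too (11199 and 7985 against 4141 CPM). By contrast, their Ccr7 was lower (3.09 and 4.71 against 762 CPM) and their C1qa higher (111 and 107 against 23.7 CPM). Under the same count, the combined shares were 22.9% in the control and 12.3% in the heme culture on day 4, and 27.1% and 17.3% on day 5. The order would thus be the opposite on these days if all of the added clusters were macrophages. Without cluster 6, the combined shares were 14.2% and 10.1% on day 4, 22.4% and 15.3% on day 5, and 56.5% and 60.2% on day 7. All unnamed clusters together held 26.9%, 22.6%, 26.9% and 58.2% of the control cells on days 3, 4, 5 and 7. In the heme cultures they held 543 of 2174 cells on day 3 and 4.55%, 3.20% and 3.43% on days 4, 5 and 7. A class per cell from marker scores gave a day 7 difference of 16.6 points, the lowest of the alternatives.

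Neutrophil-like cells made up most of both cultures on days 4 and 5. Their share was 39.1% in the control and 42.9% in the heme culture on day 3, 62.8% and 81.6% on day 4, and 58.9% and 73.4% on day 5. On day 7 the shares were 14.7% (13.4% to 16.1%) and 30.2% (28.2% to 32.3%). Over the alternatives, the day 4 and day 5 differences kept their sign but not their size. They ranged from 4.17 to 20.0 and from 6.02 to 29.1 percentage points. The day 7 difference of 15.5 percentage points did not keep its sign. It became -3.48 points with 30 principal components, the largest move among the alternatives, and -0.415 points with other coarse clusters for the scaling factors. On day 7, cluster 8 held 13.1% of the control and 0.944% of the heme cells, and cluster 1 held 0.258% and 16.1%, so that different clusters made up the class in the 2 libraries. Both carried macrophage markers on that day. Csf1r and Adgre1 were at 212 and 243 CPM in heme cells of cluster 1 and at 228 and 100 CPM in control cells of cluster 8. In heme cells of cluster 2 they were at 254 and 238 CPM. Mrc1 was low in clusters 1 and 8 (12.0 and 4.86 CPM) against 378 CPM in cluster 2. The day 7 shares of this class are therefore not read as neutrophils alone. Monocyte-like cells were fewer in the heme cultures, with 2.22% against 5.74% on day 4, 2.41% against 3.97% on day 5 and 3.43% against 5.64% on day 7, but also on day 3 before exposure (9.15% against 13.2%). Granulocyte-monocyte progenitor-like cells fell in both libraries, from 18.9% in the control and 20.1% in the heme culture on day 3 to 4.84% and 0.887% on day 4, 1.73% and 0.419% on day 5, and 0.110% and 1.04% on day 7.

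The preset gene lists asked whether heme and iron handling, the oxidant response, antigen presentation and the interferon response differed between the cultures. Median log2 ratios of the heme and iron list (9 genes) were 0.24 on day 3, 1.91 on day 4, 1.45 on day 5 and 2.36 on day 7, or 2.07 relative to the median of all genes on day 7. Against random lists, these medians ranked at the 64.6th percentile on day 3 and at the 100th on each later day. The NRF2 and oxidant response list (22 genes) stood at 0.48 on day 3, already at the 99.8th percentile, and at 1.12, 1.15 and 1.95 on days 4, 5 and 7 (1.66 relative to all genes on day 7). MHC class II genes (8 genes) had medians of -0.41, -1.03, -1.18 and -2.34 on days 3, 4, 5 and 7, and the last was -2.63 relative to all genes. All 8 were lower in the heme culture on days 4, 5 and 7, and 7 were lower on day 3. The interferon list (27 genes) went from 0.51 on day 3 and 0.11 on day 4 to -1.25 on day 5 and -1.46 on day 7, where it ranked at the 0th percentile and 24 of 27 members were lower. Among these day 7 medians, the MHC class II list moved most between settings, to -1.69 when only 500 genes per cell were required. Scaled by DESeq2 factors instead of totals, the interferon list on day 4 changed sign to -0.14.

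**Figure D2:**
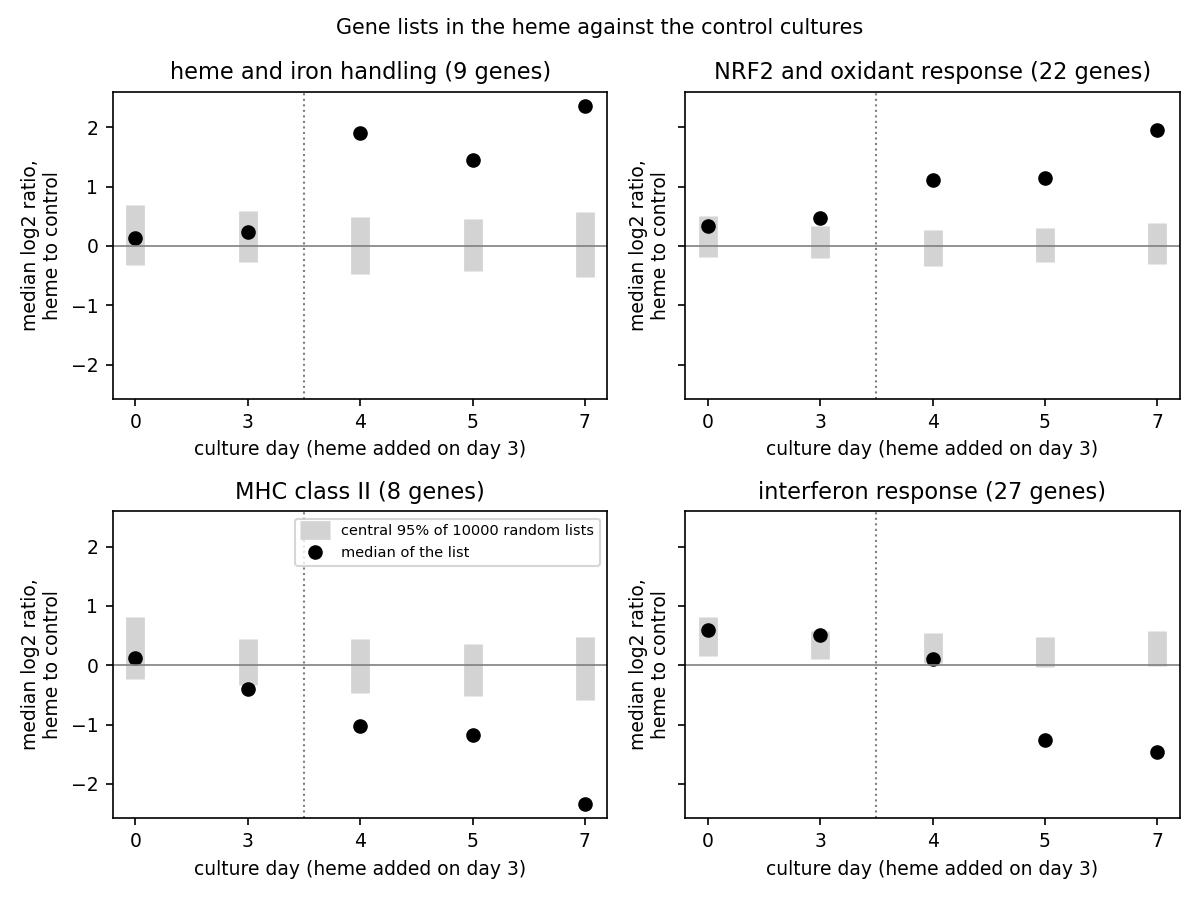
Median log2 ratio of CPM, heme to control culture, of 4 preset gene lists by culture day (points), with the central 95% of 10000 random lists of equal size and matched level in grey and the addition of heme as a dotted line. The heme and iron list reached 2.36 and the oxidant response list 1.95 on day 7, where the MHC class II list stood at -2.34 and the interferon list at -1.46.

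Of the panels for cell types, dendritic cell genes (8 genes) had medians of 0.27, -0.39, -0.53 and -2.24 on days 3, 4, 5 and 7. Neutrophil genes (4 genes) were at 0.42, 0.56, 0.36 and 3.41, and macrophage genes (4 genes) at 0.82, 2.09, 2.10 and 4.22. Both panels were thus higher in the heme library on day 3, but with only 500 genes required the neutrophil panel of that day was at -0.26. The macrophage panel was also higher on day 0 (2.35), where Marco and Spic stood at 8.11 and 2.12 CPM in the heme library. Divided by the day 3 ratio, the neutrophil panel was at -0.24 on day 5 and 2.63 on day 7, and the macrophage panel at -0.13 on day 4 and 0.55 on day 7. The day 7 log2 ratios of the 4 macrophage panel genes ranged from 0.40 to 9.49. The highest was that of Spic, which is also in the heme and iron list. The panel does not stand for macrophage genes in general. Of 24 macrophage markers measured on day 7, 12 were higher and 11 lower with intervals that excluded no change. Proliferation genes (16 genes) stayed near the random lists, at 0.06, -0.12 and -0.03 on days 3, 4 and 7, and fell to -0.39 on day 5. Over days 4, 5 and 7 together, the median was 1.95 for heme and iron genes, 1.52 for oxidant response genes, -1.71 for MHC class II genes and -0.85 for interferon genes. Without day 4 the interferon median was -1.58, so that day decides its size.

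Among heme and iron genes, Hmox1 (ENSMUSG00000005413, chromosome 8, 75093621 to 75100589, plus strand) rose from 161 CPM on day 3 to 1399, 2321 and 5201 CPM on days 4, 5 and 7 of the heme cultures, against 37.3, 59.8, 63.4 and 86.3 CPM in the control cultures. Its ratio was 23.4 on day 4 and 60.3 (58.1 to 62.5) on day 7. Divided by the day 3 ratio, the log2 ratio on day 7 was 3.80 in place of 5.91. The heme library held 133 CPM on day 0 and 161 CPM on day 3, so that this division also takes out background from the exposed cells. Spic (ENSMUSG00000004359, chromosome 10, 88674772 to 88685015, minus strand), a transcription factor gene, reached 104 CPM under heme on day 7 against 0.144 CPM from 5 UMIs in the control culture, a ratio of 720.5 (308 to 2221). The iron exporter gene Slc40a1 (ENSMUSG00000025993, chromosome 1, 45908068 to 45926523, minus strand) was at 442 and 3.26 CPM on day 7, a ratio of 136 (113 to 165), after 2.46 on day 3. Slc48a1, which encodes a heme transporter, had ratios of 1.18 on day 3 and 5.14 on day 7. The ferritin genes Fth1 and Ftl1 were not higher in the heme library on day 3, with ratios of 0.963 and 0.678, and reached 3.22 and 3.06 on day 7. Fth1 alone then accounted for 56988 CPM in the heme culture. The annotation holds pseudogenes of both, and reads shared with these copies were not separated.

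**Figure D3:**
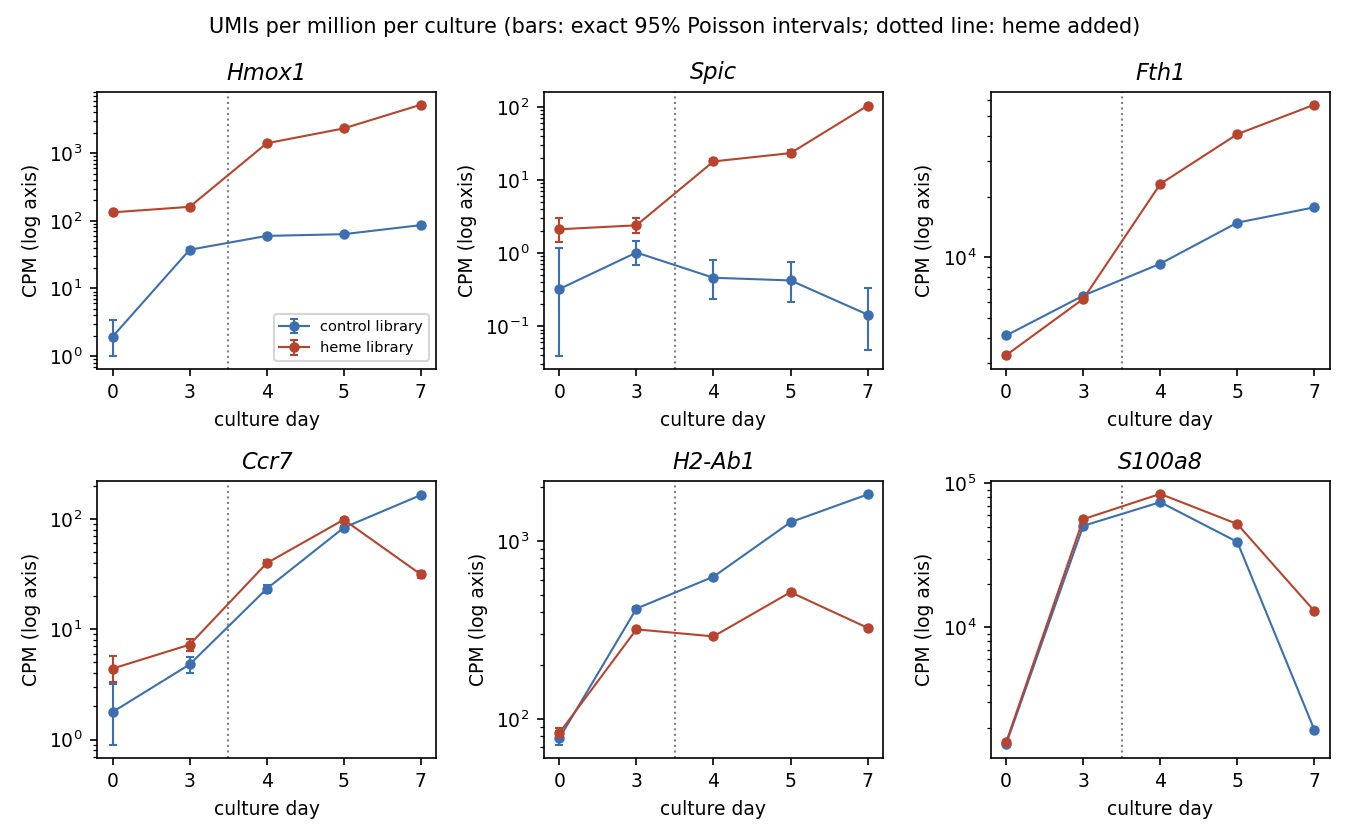
CPM (log axis) of 6 preset genes by culture day in the control (blue) and heme (red) libraries, with exact 95% Poisson intervals as bars and the addition of heme as a dotted line. Hmox1 rose to 5201 CPM under heme against 86.3 CPM in the control on day 7, and Ccr7 was at 31.4 against 165 CPM.

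The oxidant response genes followed the same course. Gclm had a ratio of 0.973 on day 3, 4.55 on day 4 and 15.3 (14.7 to 15.9) on day 7, when it was at 1327 CPM under heme and 86.9 CPM in the control culture. Day 7 ratios of Cat, Prdx1, Gsr and Txnrd1 were 6.17, 3.93, 3.23 and 3.00, after 1.64, 0.965, 1.21 and 1.54 on day 3. For these 5 genes, the ratios of days 4, 5 and 7 stayed above 1 under every setting tried, whereas on day 3 those of Gclm and Prdx1 changed direction between settings.

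Among dendritic cell and antigen presentation genes, Ccr7 (ENSMUSG00000037944, chromosome 11, 99144196 to 99155077, minus strand) was at 39.7 CPM in the heme and 23.3 CPM in the control culture on day 4, a ratio of 1.71 (1.54 to 1.89), after 1.51 (1.22 to 1.87) on day 3. On day 5 the values were 98.4 and 83.2 CPM, an order that DESeq2 factors removed. On day 7 they were 31.4 and 165 CPM, a ratio of 0.191 (0.178 to 0.205). Cd83 (ENSMUSG00000015396, chromosome 13, 43784775 to 43803132, plus strand) had ratios of 2.09 on day 3, 1.36 on day 4, 0.777 on day 5 and 0.148 (0.129 to 0.168) on day 7. H2-Ab1 (ENSMUSG00000073421, chromosome 17, 34257689 to 34269419, plus strand) grew in the control cultures from 417 CPM on day 3 to 1823 CPM on day 7, whereas in the heme cultures it was at 319, 291, 515 and 325 CPM on days 3, 4, 5 and 7. Cd74 stood at 2167 CPM under heme and 9888 CPM in the control culture on day 7, a ratio of 0.219.

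Of the other preset genes, Marco (ENSMUSG00000026390, chromosome 1, 120474538 to 120505024, minus strand) had a ratio of 143 (120 to 172) on day 7, at 522 against 3.64 CPM. On day 3 its ratio was already 122 (33.4 to 1010), with only 2 UMIs in the control culture and 8.28 CPM in the heme culture. Net of day 3, its day 7 log2 ratio of 7.16 became 0.24, the largest move of a gene between settings, while the control level on day 3 rested on these 2 UMIs. Its heme level of day 3 was close to the 8.11 CPM of day 0. In 3 classes of day 0 cells it was 7.75 CPM, or 7.03% of the library mean, against 7.04% for Spic. It is read as background, and dividing by it cancels a rise from 8.28 to 522 CPM. Csf1r was at 212 and 161 CPM on day 7, a ratio of 1.32 (1.27 to 1.37) that was close to the shift of all genes. S100a8 (ENSMUSG00000056054, chromosome 3, 90668978 to 90670035, plus strand) fell in both libraries after day 4, to 12968 CPM under heme and 1938 CPM in the control culture on day 7, a ratio of 6.69 (6.64 to 6.75). On day 4 its ratio of 1.14 changed direction with TMM or DESeq2 factors.

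By the rule of size on day 7, the highest ratios among 2583 eligible genes were those of Cyp4a12a, Spic, Marco, Slc40a1 and Me1, and the lowest were those of Arg1, Fn1, Asgr2, C1qa and Ccl17. Cyp4a12a (ENSMUSG00000066071, chromosome 4, 115299046 to 115332815, plus strand) was at 76.9 CPM against 0.0866 CPM from 3 control UMIs, a ratio of 888 (303 to 4309). It has a near-identical neighbour, Cyp4a12b, and reads shared between them were not separated. Me1 was at 56.1 and 0.779 CPM, a ratio of 72.0. Arg1 (ENSMUSG00000019987, chromosome 10, 24915221 to 24927484, minus strand) stood at 2.26 CPM under heme and 270.1 CPM in the control culture, a ratio of 0.00838 (0.0064 to 0.0108). Fn1, Asgr2, C1qa and Ccl17 had ratios of 0.0134, 0.0164, 0.0198 and 0.0204. With a minimum of 10 CPM in place of 50 CPM, 3 of the 5 highest and 2 of the 5 lowest genes were the same, and with 200 CPM 2 and 4 were.

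Within the neutrophil-like class, the only class with 100 or more cells in both cultures on each of days 4, 5 and 7, the heme and iron list had medians of 0.75 on day 3, 1.36 on day 4, 1.26 on day 5 and 0.54 on day 7. The oxidant response list was at 0.56, 1.27, 0.70 and 0.72 on these days. Interferon genes went from 0.60 on day 3 and 0.54 on day 4 to -0.70 on day 5 and -1.18 on day 7, and ranked at the 0th percentile on the last 2 days. MHC class II genes did not follow the whole cultures on days 4 and 5, with 0.54 and 0.39, and had a median of -0.45 on day 7. Proliferation genes had a median of 2.07 on day 7. The clusters behind these values differed between the libraries. The largest was cluster 5 in the heme and 9 in the control culture on day 4, and 1 and 8 on days 5 and 7. On day 7, heme cells of cluster 1 and control cells of cluster 8 had Csf1r at 212 and 228 CPM. The medians of days 5 and 7 are therefore not shown to be changes within neutrophils. In cluster 7 alone, the heme and iron list was at 0.65 on day 3 and 1.67 on day 4, and in cluster 4 at 0.54 and 1.11.

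Shares of cells with a UMI, at 3600 UMIs per cell, gave the spread of these levels over cells. On day 7, Ccr7 was detected in 2.69% of the heme cells (2.00% to 3.53%) and 20.5% of the control cells (18.9% to 22.1%), and Cd83 in 2.47% and 14.7%. Without thinning, the Ccr7 shares were 4.77% and 21.7%. On day 4, the thinned Ccr7 shares of 2.91% (2.26% to 3.69%) and 2.36% (1.73% to 3.14%) overlapped. In neutrophil-like cells Ccr7 was found in 0.987% and 0.447%, at median depths of 8863.5 and 7958 UMIs, which gives the background. Spic was detected in 25.3% of the heme cells (23.4% to 27.4%) and 0.0805% of the control cells (0.00976% to 0.291%) on day 7, and in 48.5% and 0.184% without thinning, the largest move of a share between settings. In neutrophil-like cells it was found in 1.84% of the heme cells and in 0 of 3129 control cells, which allows a share of up to 0.0959%.

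Hmox1 was detected in 95.2% of the heme cells and 20.0% of the control cells on day 7 after thinning. However, on day 0 it was found in 40.1% of the heme cells (37.3% to 43.0%) and 1.09% of the control cells. Erythroid-like cells of day 0 carried it in 35.8% of 201 heme cells (29.2% to 42.9%) and in 0 of 173 control cells, which allows a share of up to 1.73%, at median depths of 19082 and 19684 UMIs. Shares of Hmox1 near this level in the heme library, as on day 3 with 43.8%, are therefore read as background, while those of days 4, 5 and 7 (82.7%, 91.8% and 95.2%) lie above it. S100a8 was detected in 92.5% of the day 0 erythroid-like cells of the heme library and 72.3% of those of the control library, so its shares (97.6% and 81.3% on day 7) show no more than background.

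To see whether the cultures held cells of animals of the same sex, the Y-linked genes Ddx3y, Uty, Eif2s3y and Kdm5d were counted. All 4 were present in each of the 10 cultures. On day 7, Ddx3y was at 94.7 CPM in the heme and 49.0 CPM in the control culture, and Eif2s3y at 46.0 and 48.4 CPM. On day 3 the values were 62.6 and 43.9 CPM for Ddx3y and 47.2 and 50.9 CPM for Eif2s3y. Both libraries thus held cells of male animals, and cells of female animals were not analysed here, since the X-linked list has no member among the matrix genes.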

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

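The tests of scaling, clustering settings, free RNA and differences before heme were chosen only after the results were seen, although TMM and DESeq2 factors and most of the clustering settings had been preset as alternatives. Because each group had 1 library, differences across days were not tested, and library and group are confounded throughout.

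The granulocyte-monocyte progenitor-like share moved in opposite directions between days, which drew attention to it. The heme minus control difference was -3.95 percentage points on day 4 (-5.01 to -2.97), -1.31 points on day 5 and 0.933 points on day 7. A dependence on the clustering setting could account for the signs of days 4 and 5. Over 14 settings, the day 4 difference ranged from -5.83 to 4.12 points and was positive in 4, and that of day 5 ranged from -1.73 to 4.34 points and was positive in 6. It is unlikely to account for the sign of day 7, where the range was 0.261 to 3.25 points. The day 7 shares were 0.110% in the control and 1.04% in the heme culture. Other classes present on day 0 were also more frequent in the heme culture on day 7. Erythroid-like cells made up 0.497% against 0.0368%, and basophil or mast cell-like cells 0.447% against 0.110%. The difference was thus not confined to progenitor-like cells, and what made it stays open.

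Ccr7 and Cd83 were higher in the heme culture on day 4 and lower on day 7. The log2 ratios of Ccr7 were 0.77 and -2.39, and those of Cd83 were 0.44 and -2.76. Scaling is unlikely to have made the day 4 excess of Ccr7, since its lowest log2 ratio under the other 2 scalings was 0.52. For free RNA of the pooled cultures, the Ccr7 CPM held in dendritic cell-like cells had a ratio of 1.64 (1.48 to 1.82), from 45 heme and 46 control cells. This interval counts UMIs and leaves out the spread between these few cells, so it is too narrow. Ccr7 is itself a leading gene of that cluster, so this split cannot decide whether free RNA made the excess. In the remaining cells the ratio was 2.58, so some free RNA could add to the excess. For Cd83 neither scaling nor free RNA is excluded. Its lowest log2 ratio under these scalings was 0.20 (-0.0308 to 0.42), and the ratio was 1.19 (0.998 to 1.43) in dendritic cell-like cells and 2.14 in the remaining cells. However, a difference between the libraries before heme could account for the day 4 excess of both genes. Their log2 ratios were already 0.60 and 1.06 on day 3, and net of day 3 those of day 4 were 0.17 (-0.16 to 0.51) for Ccr7 and -0.62 (-1.06 to -0.18) for Cd83. For day 7, the values net of day 3 were -2.98 for Ccr7 and -3.82 for Cd83. Both genes were at a few CPM on day 3, so this comparison decides little, and what made the lower day 7 levels stays open.

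Barcodes outside the comparisons also carried Hmox1. It stood at 360.4 CPM in the 930 barcodes of the heme library without a hashtag call and with 500 or more genes, against 15.8 CPM in 409 such barcodes of the control library. In hashtag doublets it was at 2309 CPM in the heme library and 57.9 CPM in the control library. Exposed cells that lost their hashtag and free RNA in the pool are both possible explanations for the barcodes without a hashtag. Their level was 16.3% of the mean of the heme library, and the 2 cannot be told apart, because cells of unexposed days in this pool would also lower it. For the doublets, a mixture of cells of different days is a candidate explanation. Their levels were close to the library means (2208 CPM for heme and 55.3 CPM for control), which such a mixture would give, but no separate test was made.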

How the results depend on the processing

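The settings another seed, other coarse clusters for scran, expected doublets left out, nearest control cells, markers left out of the clustering and net of day 3 were chosen only after the results were seen. No paired analysis was possible because each group had 1 library.

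Of the class share differences on exposed days, 109 of 117 values kept their sign, as did 503 of 516 gene ratios, 232 of 240 list medians, all 12 pooled medians and all 30 shares of cells with a UMI. A change of sign is called reversed only where the main counting interval excluded 0, which leaves aside 3 class shares and 3 list medians. These were the dendritic cell-like difference on day 4, at 0.0883 with 30 components, 0.361 with only 500 genes required and 0.0291 with nearest control cells, and the interferon median on day 4, at -0.14 with DESeq2 factors, -0.10 with TMM factors and -0.30 net of day 3. Many sizes moved: 49 class shares, 261 gene ratios and 110 list medians left the counting interval, which is narrow at this depth. The cause was not tested for any of the moves below, except that net of day 3 differs by its own construction.

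The counts above cover the dendritic cell-, macrophage- and neutrophil-like classes, while progenitor-like shares, whose sign on days 4 and 5 changed between settings, are outside them. Of the day 7 differences of the 3 counted classes, only the neutrophil-like one reversed. It went to -3.48 with 30 components and to -0.415 with other coarse clusters for scran, and was 9.80 with a class per cell from markers, 9.08 at resolution 0.5, 11.5 with another seed, 8.88 with total-count scaling, 7.30 with all variable genes, 27.0 with markers left out, 9.47 without Scrublet doublets and 8.76 without the expected doublets. The macrophage-like difference on day 7 was 16.6 with a class per cell from markers, 19.4 with nearest control cells, 20.4 with markers left out, 48.5 with 30 components, 49.4 with only 500 genes required, 55.8 at resolution 2 and 68.2 with other coarse clusters. It reversed to -3.82 on day 4 and -2.44 on day 5 with a class per cell, and to -3.97 on day 4 with nearest control cells. For dendritic cell-like cells on day 7, a class per cell gave -25.2, 30 components -17.1, leaving out Scrublet doublets -15.7, leaving out the expected doublets -17.1 and nearest control cells -15.6.

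With only 500 genes required, the MHC class II median on day 7 was -1.69. Reversed values were 0.17 for proliferation genes on day 7, -0.51 for the neutrophil panel on day 5, -0.0757 for Ccr7 on day 5, and -0.15 and -0.45 for S100a8 on days 4 and 5.

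On day 7, the medians of heme and iron, oxidant response and MHC class II genes were 2.10, 1.70 and -2.60 with DESeq2 factors, 2.13, 1.72 and -2.57 with TMM factors, 2.03, 1.77 and -2.39 as the mean of CPM per cell, 2.46, 2.09 and -2.05 without the 3 most abundant members, and 2.12, 1.39 and -2.13 net of day 3. Without the 3 most abundant, the interferon median was -1.30. Leaving out the expected doublets gave -2.32 for MHC class II genes. Reversed values were -0.00367 for Ccr7 on day 5, -0.0180 for Csf1r on day 4 and -0.0548 for S100a8 on day 4 with DESeq2 factors, -0.0164 for S100a8 on day 4 with TMM factors, and 0.10 for proliferation genes on day 7 and -0.0116 for S100a8 on day 4 as the mean per cell.

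Net of day 3, reversed values were -0.24 for the neutrophil panel on day 5, -0.13 for the macrophage panel on day 4, -0.35 for Ccr7 on day 5, -0.62 for Cd83 on day 4, -0.11 for Csf1r on day 4, and -3.03 and -3.34 for Marco on days 4 and 5, which rest on 2 control UMIs and a background level of the heme library on day 3. Genes with no control UMI on a day gave no ratio there. Depth limited the rarest control levels, such as those of Spic and Cyp4a12a on day 7, with 5 and 3 UMIs.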

Other observations

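The tests of free RNA, hashtags, cell shares, macrophage types and differences before heme, and the use of the preset setting with only 500 genes required as a test, were chosen only after the results were seen.

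Hmox1 UMIs were present in day 0 cells of the heme library, which had received no heme. Free RNA from the pooled exposed cultures is a likely source. In 3 classes of day 0 cells, the genes at least 8-fold higher in the heme culture on day 7 had a median log2 ratio of 1.45, with 17 of 19 measured genes higher. The genes at least 8-fold lower on day 7 followed less clearly. Their median was -0.21, at the 0th percentile of random lists, but 9 of 22 measured genes were higher. Cells of a later day with a day 0 hashtag are unlikely as the source, because 35.8% of the day 0 erythroid-like cells of the heme library carried an Hmox1 UMI after thinning.

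The rise of heme and iron genes was tested against 3 technical explanations. A difference between the libraries before heme is unlikely to account for it, as the day 7 median log2 ratio net of day 3 was 2.12. Change of cell shares alone is unlikely too for day 4. Within cluster 7, chosen by size alone, the median was 1.67 on day 4, although it was already 0.65 on day 3. In cluster 4, the next by size, these medians were 1.11 and 0.54. For day 7, a change of cell shares is not excluded. Within the neutrophil-like class, the median was 0.54 on day 7 against 0.75 on day 3, and different clusters made up the class. Free RNA is unlikely as the whole cause, since cluster 7 of the heme library was higher on day 4 than on day 3 by a median of 1.35, against 0.11 in the control library (1.63 and 0.31 in cluster 4). A response to heme is a hypothesis that these values leave standing.

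For the low dendritic cell-like share under heme on day 7, an effect of the upper limit on genes is unlikely, because the difference was -18.8 percentage points when this limit and those on mitochondrial and ribosomal UMIs were left out together. Whether the libraries differed in this respect before heme stays open. The difference was 0.406 points on day 3, when 8 control and 18 heme cells made up the class, and a deficit of the day 7 size could not have shown there. Loss of these cells from the hashtag calls is unlikely, as they made up 0.493% of the barcodes without a hashtag in the heme library, or 4 of the 811 that passed the limits on cells.

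Macrophage markers went both ways on day 7. Of 24 markers, 6 were at least 2-fold lower in the heme culture, among them C1qa, C1qb and C1qc, while Marco was highest. This cannot exclude more cells of 1 macrophage type as the cause, because such cells could replace others that carry the lower markers. Cluster 2, with C1qa at 1.26 CPM in heme cells, held 0.0368% of the control and 57.7% of the heme cells. Cluster 3, with C1qa at 111 CPM in control cells, held 24.8% and 1.09%.

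The libraries differed on day 3, before any heme. A shift common to the cells of a library could account for this, as the lowest correlation across genes of the day 3 log2 ratios between a pair of classes was 0.824. Free RNA of the pool would be part of such a shift. Whether handling, chemistry or the cultures themselves made the rest was not tested.

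The interferon list was lower under heme on days 5 and 7. For day 5, change of cell shares alone is unlikely, because within cluster 10 the median of the list was -0.44, from 97 heme and 165 control cells. Cluster 14, which ties with it in size by the smaller culture, had a median of -0.61, from 189 heme and 97 control cells. Both are smaller in size than the -1.25 of the whole culture, so shares may add to it. For day 7 the list was not tested within a cluster, so a change of cell shares stays open there. A difference before heme is unlikely as well, since the day 3 median was 0.51. A lower interferon response under heme remains a hypothesis.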
